# Testosterone Deficiency Induces Changes of the Transcriptomes of Visceral Adipose Tissue in Miniature Pigs Fed a High-Fat and High-Cholesterol Diet

**DOI:** 10.3390/ijms17122125

**Published:** 2016-12-16

**Authors:** Lifan Zhang, Yueqin Cai, Shengjuan Wei, Yun Ling, Liang Zhu, Dongfeng Li, Zhaowei Cai

**Keywords:** testosterone deficiency, visceral adipose tissue, inflammatory response, miniature pigs, RNA-Seq

## Abstract

Testosterone deficiency causes fat deposition, particularly in visceral fat, and its replacement might reverse fat accumulation, however, the underlying mechanisms of such processes under diet-induced adiposity are largely unknown. To gain insights into the genome-wide role of androgen on visceral adipose tissue (VAT), RNA-Seq was used to investigate testosterone deficiency induced changes of VAT in miniature pigs fed a high-fat and high-cholesterol (HFC) diet among intact male pigs (IM), castrated male pigs (CM), and castrated male pigs with testosterone replacement (CMT) treatments. The results showed that testosterone deficiency significantly increased VAT deposition and serum leptin concentrations. Moreover, a total of 1732 differentially expressed genes (DEGs) were identified between any two groups. Compared with gene expression profiles in IM and CMT pigs, upregulated genes in CM pigs, i.e., *LOC100520753* (*CD68*), *LCN2*, *EMR1*, *S100A9*, *NCF1* (*p47phox*), and *LEP*, were mainly involved in inflammatory response, oxidation-reduction process, and lipid metabolic process, while downregulated genes in CM pigs, i.e., *ABHD5*, *SPP1*, and *GAS6*, were focused on cell differentiation and cell adhesion. Taken together, our study demonstrates that testosterone deficiency alters the expression of numerous genes involved in key biological processes of VAT accumulation under HFC diet and provides a novel genome-wide view on the role of androgen on VAT deposition under HFC diet, thus improving our understanding of the molecular mechanisms involved in VAT changes induced by testosterone deficiency.

## 1. Introduction

Visceral adiposity represents excess visceral fat tissue (VAT) deposition in body, which is associated with several critical human diseases such as type 2 diabetes, metabolic syndrome and cardiovascular disease, suggesting visceral adiposity is a high disease risk factor in the life. As we know, excessive nutrients intake from the daily diet, such as high-fat and high-cholesterol (HFC) diet, significantly increases VAT accumulation [1,2]. On the other hand, sex hormone levels might also contribute to VAT deposition. For example, low testosterone levels result in excess VAT accumulation or waist circumference in men, thus increasing visceral adiposity [3,4,5], indicating that diet and sex hormone could play important roles on visceral adiposity. In some cases, more severe testosterone deficiency and wider waist circumference were observed in obese or diabetic individuals with aging or hypogonadal state [3], illustrating that testosterone deficiency in obese or diabetic individuals might further aggravate the extent of visceral adiposity.

Conversely, to avoid visceral adiposity induced by testosterone deficiency, a feasible strategy is testosterone replacement, which resulted in a significant decrease in body mass index, fat mass, and regional fat distribution in hypogonadal and aging men [6,7]. Furthermore, testosterone treatment reduced waist circumference, waist/hip ratio, visceral fat mass and metabolic syndrome mainly caused by visceral adiposity in obese hypogonadal men [8,9], strongly suggesting that testosterone replacement might be used for visceral adiposity treatment in men caused by testosterone deficiency. Most recently, a review pointed out that appropriate testosterone therapy in obese men with testosterone deficiency is a novel medical approach to treat obesity [10]. In other animal models, testosterone replacement decreased visceral fat weight and size in rabbits with high-fat (HFD) diet [11] and visceral fat size in hypogonadal and aged male rats [12]. Therefore, these data clearly show that testosterone replacement might be considered as a safe and effective therapy for obesity in men or animals with testosterone deficiency [13].

In general, pig model has been widely used for studying the changes induced by testosterone deficiency because it was shown to have similar characteristics concerning obesity and metabolic syndrome to human [14,15,16]. Therefore, by using pig model, our previous study discovered that castration-induced testosterone deficiency resulted in significant changes of miRNAs in subcutaneous adipose tissue, which were associated with fatty acid metabolism by acting on their target genes [17]. Moreover, we also found that testosterone deficiency caused severe hypercholesterolemia and hepatic steatosis in pigs fed a HFC diet and could be reversed by testosterone replacement therapy [18,19]. However, thus far, little is known about the underlying mechanisms of changes in VAT induced by testosterone deficiency under HFC diet, particularly in alterations of gene expression and regulation in VAT caused by testosterone changes. To shed light on this issue, we studied the characteristics of gene expression in VAT under the changes of testosterone on pigs fed a HFC diet by RNA-Seq technology, thus providing novel genome-wide insights in mechanisms involved in androgen roles on VAT metabolism.

## 2. Results

### 2.1. Effects of Castration and Testosterone Treatment on VAT Fat and Serum Leptin Levels

Castration significantly enhanced VAT fat, while testosterone treatment significantly decreased VAT fat, with no significant difference between IM and CMT pig groups (Figure 1A). By contrast, testosterone levels significantly decreased in CM pigs but increased in CMT pigs (Figure 1B). Consistent with the changes of VAT fat, serum leptin levels significantly increased in CM pigs but decreased in CMT pigs (Figure 1C).

### 2.2. Characteristics of RNA-Seq

A total of approximately 26.81, 24.65, and 23.87 million high quality clean reads were obtained from IM, CM, and CMT pigs, respectively. 

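Visceral adipose tissue in the RNA-Seq experiment was retroperitoneal fat of Wuzhishan miniature pigs, a small Chinese breed, taken after 12 weeks on the HFC diet. The IM pigs were intact, the CM pigs were castrated, and the CMT pigs were castrated and received 10 mg/kg testosterone propionate each week. RNA of the pigs in a group was mixed in equal quantities, and 1 library per group was sequenced with single-end reads on an Ion Proton instrument. The 3 libraries therefore have no replicates, and no difference between groups has a replicate check within the RNA-Seq values. The paper reports qRT-PCR of selected genes with n = 4 per group, which was not analysed here. The paper states that 4 pigs were pooled per group, whereas the sample labels give between 4 and 6 pigs per group. The authors removed adaptor sequences, ambiguous reads and low-quality reads, mapped the rest to Sscrofa 10.2 with MapSplice and deposited 1 expression value per gene and library in UQRPKM. This unit divides the reads on a gene by the length of the gene and by the upper quartile of the reads per gene in that library. The deposited values cover 34570 genes, of which 22826 are classed as mRNA, and gene names are used here as deposited.

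The low values of a gene were whole multiples of the value of 1 read, so the reads behind each value could be recovered. Whole numbers of reads fitted the values of all 20838 genes that were above 0 in any library. The smallest fitting numbers were taken, so a gene whose reads share a common factor can be underestimated by it. The upper quartiles in these fits stood at 149 for IM, 142 for CM and 146 for CMT. Recovered reads on all genes came to 16611931 in IM, 15561124 in CM and 15106608 in CMT. Those on mRNA genes came to 14844063, 13582288 and 13449107, respectively. The paper reports a larger depth of 26818106, 24658796 and 23870297 clean reads, but the UQRPKM values rest only on the reads counted on genes. At the median recovered length of an mRNA gene, 1973 bases, 3 reads correspond to 1.02 UQRPKM in IM, 1.07 in CM and 1.04 in CMT. The 10 genes with the most reads took 12.1% of the reads in IM, 13.2% in CM and 12.0% in CMT.

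Changes between libraries are given as the log2 ratio of UQRPKM without a pseudocount unless stated otherwise. Each 95% interval is an exact Clopper-Pearson interval of the share of a gene's reads that fell in one of the libraries, converted to a log2 ratio. Reads from amplified libraries are not independent molecules, so these intervals cover counting error only. An exact binomial test on the reads compares the pair of libraries and not the conditions.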

More than 81% of reads could be mapped to the pig reference genome 10.2. Furthermore, more than 77% of these mapped reads aligned with unique genes (Table 1). 

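By the numbers in Table 1, mapped reads were 81.7% of the clean reads in IM, 82.6% in CM and 82.9% in CMT. Uniquely mapped reads were 77.2%, 77.9% and 78.3% of the clean reads, respectively. Taken over the mapped reads alone, the uniquely mapped share was 94.5% in IM, 94.3% in CM and 94.5% in CMT. Of the reads recovered from the UQRPKM values, 502761 in IM, 368029 in CM and 337783 in CMT lay on the 4 genes classed as rRNA. Genes classed as ncRNA, which include the mitochondrially encoded genes in the deposited values, held 949036, 1316566 and 1019406 reads.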

Finally, 16,836 mRNAs were found to be expressed in at least one of IM, CM, and CMT pig groups (Table S1).

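With an expressed gene defined as an mRNA gene with a UQRPKM value above 0, 16836 of 22826 mRNA genes were expressed in at least 1 library. The other 5990 genes were listed at 0 in all 3 libraries. A listing at 0 is not always an absence of expression, because 5 of 61 genes with a ribosomal protein symbol were also listed at 0 in all 3 libraries. The median of the other ribosomal protein genes in the IM library was 11452 UQRPKM. The definition of an expressed gene moved the total most when all gene types were counted, which gave 20838 genes, while a minimum of 3 recovered reads gave 15531.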

### 2.3. Gene Expression Analysis

From 16,836 expressed mRNAs, 15,806, 15,811 and 15,785 expressed genes were detected in VAT of IM, CM, and CMT pig group, respectively. 

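Counted by library, 15806 mRNA genes were above 0 in IM, 15811 in CM and 15785 in CMT. These totals lie close together although the recovered mRNA reads of IM exceeded those of the other libraries. A minimum of 1 UQRPKM left 14705 genes in IM, 14770 in CM and 14761 in CMT. The median value over all 22826 mRNA genes was 12.0 UQRPKM in IM, 12.1 in CM and 12.0 in CMT.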

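In the deposited values, 14814 mRNA genes were above 0 in all 3 libraries. A further 314 genes were shared by IM and CM alone, 280 by CM and CMT alone, and 344 by IM and CMT alone. The genes found in a single library numbered 334 in IM, 403 in CM and 347 in CMT, and most rested on very few reads. Their median was 1 read in each library. A single read supported 246 of the genes found only in IM, 244 of those found only in CM and 229 of those found only in CMT. At least 3 reads supported 44, 117 and 66 of them, respectively, and at least 10 reads supported 7, 51 and 9. Since the smallest fitting read numbers were taken, counts at 1 read are upper limits and those at 3 or 10 reads lower limits. The exclusive gene with the most reads was LOC100625180 in IM with 74 reads, SERPINA1 in CM with 487 reads and DUSP26 in CMT with 33 reads. For the genes with under 3 reads, absence from the other libraries was not distinguishable from sampling at this depth. A minimum of 3 reads does not ensure that it is, at least against a single other library. For KRT14, with 3 reads in CMT and 0 in CM, the exact binomial test gave an unadjusted p of 0.250. With a minimum of 3 reads, 13825 genes were counted as expressed in all 3 libraries.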

Among these genes, 14,814 genes were expressed in all three groups; 314, 280, and 344 genes were expressed in each pair of groups (CM versus IM, CMT versus CM, and CMT versus IM, respectively), while 334, 403, and 347 genes were exclusively found in IM, CM, and CMT pigs, respectively (Figure 2A and Table S1).

### 2.4. Identification of Differentially Expressed Genes (DEGs)

Based on our criteria of defining DEGs, 747 (312 upregulated and 435 downregulated), 826 (398 upregulated and 428 downregulated), and 926 (366 upregulated and 560 downregulated) DEGs were identified between groups of CM versus IM, CMT versus CM, and CMT versus IM, respectively (Figure 2B and Table S2). 

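The thresholds in the paper's criteria are a fold change of 1.5 or more and at least 1 UQRPKM in both libraries. Applied without a test, since each group has 1 library, they were passed by 1184 upregulated and 1473 downregulated mRNA genes in CM versus IM. CMT versus CM had 1343 upregulated and 1406 downregulated genes, and CMT versus IM had 1246 and 1690. Among the tests and thresholds tried, the MA-plot formula of DEGSeq moved these counts most. An exact binomial test on the recovered reads, with Benjamini-Hochberg adjustment to a p-value under 0.05, left 618 upregulated and 814 downregulated genes in CM versus IM, 714 and 784 in CMT versus CM, and 648 and 1043 in CMT versus IM. The MA-plot formula of DEGSeq, with UQRPKM values in the place of read counts, left 310 and 434, 394 and 424, and 362 and 558 genes. The p-values from that formula differed from those listed in Table S2 by at most 0.00268 on the log10 scale in CM versus IM.

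Of the 747 genes listed by the paper for CM versus IM, 722 also passed the exact test on reads, and of the 826 listed for CMT versus CM, 806 did. In the part of the list for CMT versus IM that was analysed here, 591 of 612 genes did. The listed genes that passed in CM versus IM had a median of 310.0 reads over both libraries and a median recovered length of 1378.5 bases. The 25 that did not pass had a median of 36 reads and 336 bases.

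Among genes with at least 50 UQRPKM in one library and at least 1 in both, the largest rises in CM versus IM were those of ALB, FETUIN, SERPINA3-3, TF and APOC2, with log2 ratios between 7.20 and 10.12. ALB rose from 10 reads in IM to 10612 in CM and had 15 reads in CMT. The largest falls were those of LOC100737949, LOC100626091, DUS3L, LOC100737997 and GZMH, with log2 ratios between -5.40 and -3.28. In CMT versus CM, TNNC1, TNNT1, MYH1, MYL1 and ATP2A1 rose most, by 6.61 to 7.13 on the log2 scale. APOC3, ALB, FETUIN, TTR and TF fell most, with log2 ratios between -9.51 and -6.48. In CMT versus IM, MLC2V, TNNT1, TNNC1, ATP2A1 and MYH1 rose most, by 6.25 to 7.39, and LOC100623625, KRT14, GZMH, ELP5 and LOC100524880 fell most, with log2 ratios between -5.34 and -3.20.

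**Figure D1:**
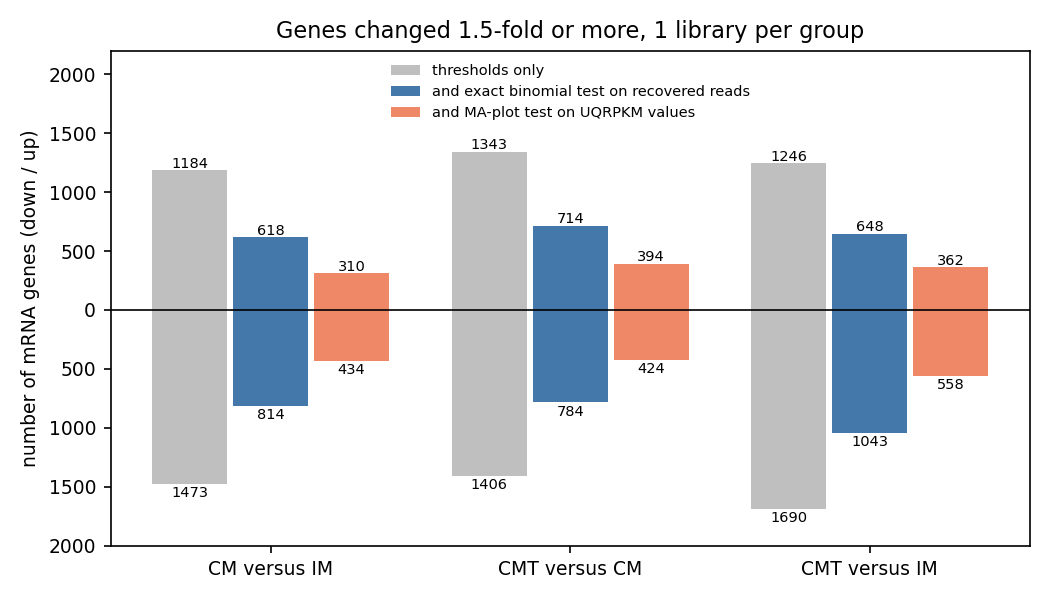
Number of mRNA genes changed 1.5-fold or more between libraries, upregulated above and downregulated below the zero line, for each pair of libraries. Grey bars apply the thresholds alone (1184 up and 1473 down in CM versus IM), blue bars add the exact binomial test on recovered reads (618 and 814) and orange bars add the MA-plot test on UQRPKM values (310 and 434).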

Totally, 1732 DEGs between any two groups were found in the study (Table S2).

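Over the 3 comparisons, 4991 mRNA genes passed the thresholds in at least 1 of them. With the exact binomial test on recovered reads the union held 3087 genes, and with the MA-plot test on UQRPKM values it held 1719 genes. A fold change of 2 without a test gave 2310 genes.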

### 2.5. Gene Ontology (GO) Enrichment Analysis of DEGs between Different Groups

To obtain the biological functions of DEGs in VAT of IM, CM, and CMT pigs, Gene Ontology (GO) enrichment analysis was further performed. 

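The genes that Table S3 lists under a GO term were followed in the deposited values of CM and IM. The table lists 33 genes for inflammatory response, of which 22 were higher and 11 lower in CM. Innate immune response had 56 listed genes, 32 higher and 24 lower in CM, and oxidation-reduction process had 46, with 31 higher and 15 lower. Their median log2 ratios were 0.72, 0.71 and 0.77, respectively. Among the 29 listed genes of extracellular matrix organization, 4 were higher and 25 lower in CM, with a median of -0.86. Cell adhesion had 40 listed genes, 9 higher and 31 lower, with a median of -0.76. The members of the RNA polymerase II promoter term were not analysed here. The paper's own Fisher p-values in that table are 8.62e-06 for inflammatory response, 1.11e-05 for innate immune response and 0.00415 for oxidation-reduction, with the paper's FDR at 0.0120, 0.0120 and 0.186. For extracellular matrix organization and cell adhesion the paper's FDR is 0.105 and 0.188. Of the members, 3 in inflammatory response, 3 in innate immune response 4 in oxidation-reduction process, 3 in extracellular matrix organization and 1 in cell adhesion were at least 10-fold higher in CM than in both other libraries. The listed genes had already been selected by their change between these libraries.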

The results showed that significantly upregulated GO terms between CM and IM pigs were mainly enriched in inflammatory response, innate immune response, and oxidation-reduction, while downregulated DEGs were mainly involved in extracellular matrix organization, regulation of transcription from RNA polymerase II promoter, and cell adhesion (Figure 3A and Table S3). Furthermore, upregulated DEGs between CMT and CM pigs were mainly enriched in muscle filament sliding, angiogenesis, and cell adhesion, while downregulated DEGs were mainly involved in oxidation-reduction process, inflammatory response, and lipid metabolic process (Figure 3B and Table S4).

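All 19 genes that Table S4 lists under muscle filament sliding were higher in CMT than in CM, with a median log2 ratio of 3.80. Of these, 8 were at least 10-fold higher in CMT than in both other libraries. ACTA1, the actin of skeletal muscle, had 49.8 UQRPKM in IM, 39.8 in CM and 3589 in CMT, from 130, 99 and 9176 reads. TNNC1 had 5 reads in IM, 3 in CM and 433 in CMT, and MYH7 had 22, 17 and 1025. The genes with the smallest rise were LOC100625485 and TPM2, with log2 ratios of 0.89 and 0.92 in CMT versus CM. Skeletal muscle genes outside the term moved alike. MYH1 had 7 reads in IM, 4 in CM and 522 in CMT, and MYLPF had 13, 11 and 620.

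Angiogenesis had 21 listed genes, 18 higher and 3 lower in CMT, and cell adhesion had 44, with 30 higher and 14 lower. Their median log2 ratios were 0.78 and 0.90. The listed genes of oxidation-reduction process were 11 higher and 49 lower in CMT, those of inflammatory response 11 and 25, and those of lipid metabolic process 9 and 25. The medians of these terms were -0.91, -0.89 and -0.80. The paper's FDR is 1.17e-08 for muscle filament sliding, 0.00991 for oxidation-reduction process and 0.00253 for inflammatory response, and it is 0.177, 0.178 and 0.180 for angiogenesis, cell adhesion and lipid metabolic process.

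**Figure D2:**
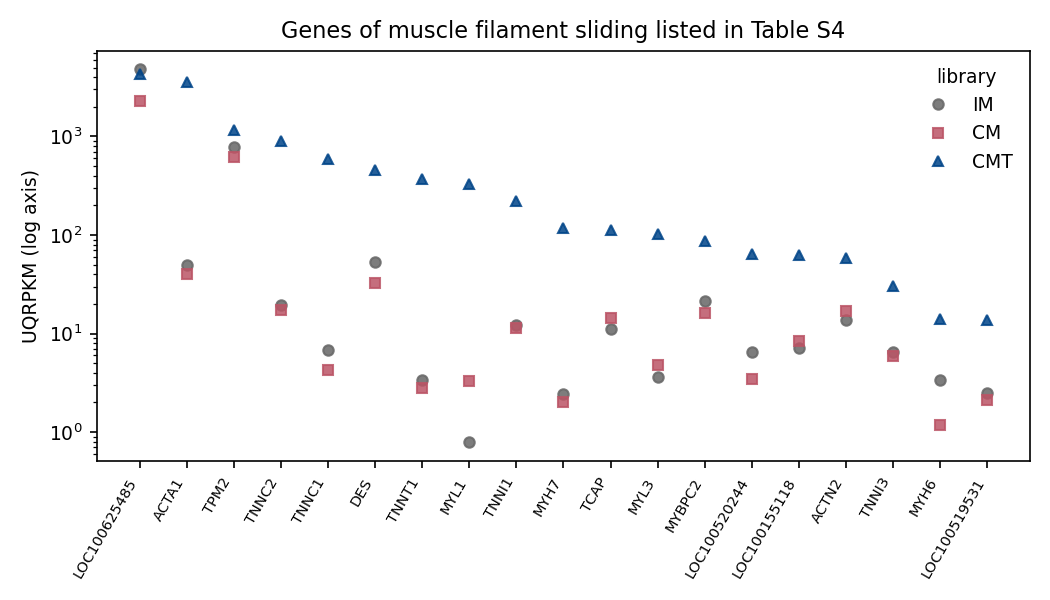
UQRPKM of the 19 genes of muscle filament sliding in the IM, CM and CMT libraries, on a log axis, 1 point per gene and library. For ACTA1 the CMT library lies at 3589 against 49.8 in IM and 39.8 in CM, and LOC100625485 is the gene whose IM value of 4791 lies above its CMT value of 4277.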

### 2.6. Series-Cluster Analysis of DEGs

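Changed genes with a value above 0 in every library were assigned to the 8 model profiles by the correlation of their UQRPKM differences from IM with each model. Starting from the genes that passed the thresholds without a test, 4789 genes could be assigned. Starting from the 1719 genes that also passed the MA-plot test on UQRPKM values, 38 genes had a 0 in a library and 1681 genes were assigned.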

To further refine the expression modes of DEGs in all groups, after excluding 39 DEGs with 0 value in each group, 1693 out of 1732 DEGs were used for series-cluster analysis, which were categorized into eight clusters (Figure 4A). Two of the clusters, named profiles 5 and 2, were the representative profiles for discovering the common changes induced by testosterone deficiency (Figure 4A). Compared with IM pigs, profile 5 contained 288 genes that were characterized by increased expression in CM pigs but decreased in CMT pigs, while profile 2 contained 207 genes that were characterized by decreased expression in CM pigs but increased in CMT pigs (Figure 4B and Table S5).

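Of the genes changed without a test, 843 correlated best with profile 5 and 627 with profile 2. The choice of a test moved these numbers most, since the genes that passed the MA-plot test on UQRPKM values gave 286 genes in profile 5 and 205 in profile 2. A requirement of a 1.5-fold difference from both other libraries in the same direction gave 482 genes higher in CM and 586 lower in CM.

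The 288 genes that Table S5 assigns to profile 5 all rose from IM to CM and fell from CM to CMT in the deposited values. Their median log2 ratio was 1.04 in CM versus IM, -1.16 in CMT versus CM and -0.18 in CMT versus IM. In CMT, 186 of them lay within 1.5-fold of IM. Both changes passed the exact binomial test on recovered reads for 249 of them. The 207 genes of profile 2 all fell in CM and rose in CMT, with medians of -0.82, 0.79 and -0.06. In CMT, 201 of them lay within 1.5-fold of IM, and both changes passed the exact test for 178. These genes were selected for this pattern, so the direction of their changes follows from the selection.

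**Figure D3:**
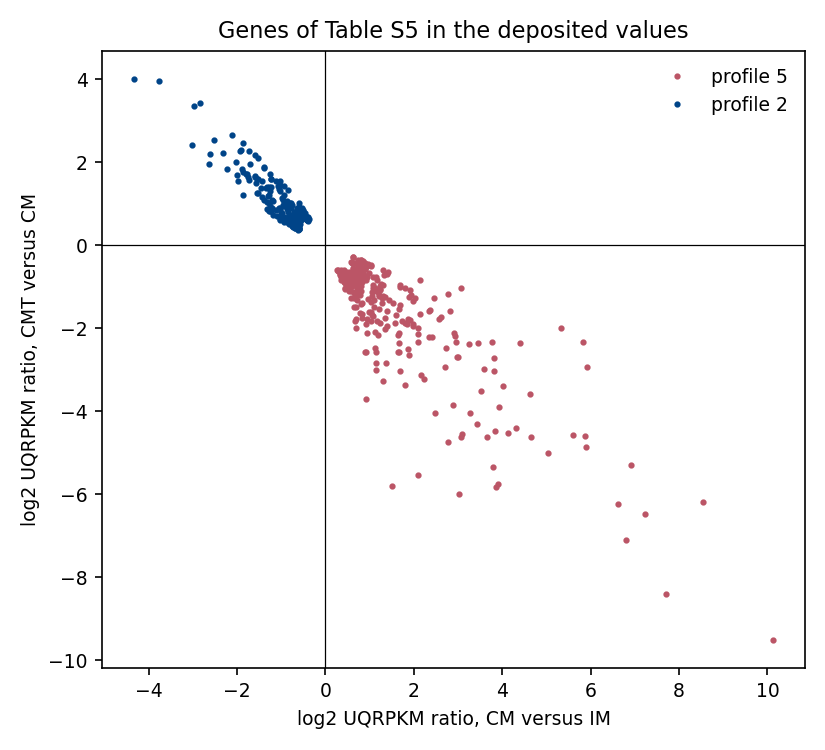
Log2 UQRPKM ratio of CMT versus CM against that of CM versus IM, 1 point for each gene of profile 5 or profile 2 in Table S5. All 288 genes of profile 5 lie in the lower right and all 207 genes of profile 2 in the upper left quadrant.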

### 2.7. GO Enrichment Analysis of DEGs Involved in Profile 5 and 2

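The members that Tables S6 and S7 list for these GO terms were followed across the 3 libraries. In profile 5, the 20 genes of inflammatory response had a median log2 ratio of 1.24 in CM versus IM. The 31 genes of oxidation-reduction process had a median of 0.99, the 14 genes of immune system process 1.34 and the 16 genes of lipid metabolic process 0.92. All of these members were lower in CMT than in CM. Of the 288 genes in profile 5, 24 were at least 10-fold higher in CM than in both other libraries, among them ALB, TF and TTR. Of the 42 members of oxidation-reduction process or lipid metabolic process, 4 were. In profile 2, the 27 genes of small molecule metabolic process had a median log2 ratio of -0.70 in CM versus IM, the 15 genes of cell differentiation -0.79 and the 13 genes of cell adhesion -1.004. All of them were higher in CMT than in CM. The paper's FDR is 0.00107 for both inflammatory response and oxidation-reduction process in profile 5, 0.0726 for immune system process and 0.0842 for lipid metabolic process. For the terms of profile 2 the paper's FDR is 0.256, and its p-values are 0.00899, 0.0279 and 0.0351.

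The paper calls profiles 5 and 2 representative of changes that testosterone deficiency has in common. In its summary the paper states that testosterone deficiency under the HFC diet mainly raised genes of inflammatory, oxidation-reduction and lipid metabolic processes and lowered others that mainly belong to cell differentiation and cell adhesion.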

As shown in Figure 4C and Figure 5A–C, and Table S6, GO terms of DEGs involved in profile 5 were mainly enriched in inflammatory response, oxidation-reduction process, immune system process, and lipid metabolic process, while GO terms of DEGs involved in profile 2 were mainly involved in small molecule metabolic process, cell differentiation, and cell adhesion (Figure 4C and Figure 6A–C, and Table S7). To verify the mRNA expression of genes related with these above processes, quantitative real-time RT-PCR (qRT-PCR) was performed using RNA samples from IM, CM, and CMT groups applied for RNA-Seq. Ten genes, including six genes (*NCF1*, *S100A9*, *LEP*, *LOC100520753* (*CD68*), *EMR1*, and *LCN2*) related with inflammatory response, oxidation-reduction process and lipid metabolic process from profile 5 and four genes (*ABDH5*, *DIO3*, *GSTA4*, and *PCK1*) related of cell differentiation and small molecule metabolic process from profile 2, were selected for qRT-PCR verification. 

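In the RNA-Seq libraries, the 6 genes from profile 5 were all higher in CM than in IM and lower in CMT than in CM. S100A9 changed most, with a log2 ratio of 3.76 (95% interval 3.43 to 4.10) in CM versus IM and -2.34 in CMT versus CM. LEP had log2 ratios of 1.59 and -1.69, LCN2 1.32 and -0.72, NCF1 1.17 and -1.09, and EMR1 1.04 and -1.61. LOC100520753 (CD68) had 1.31 and -0.95 from 38 reads in IM, 90 in CM and 48 in CMT. The 4 genes from profile 2 were all lower in CM than in IM and higher in CMT than in CM. DIO3 had log2 ratios of -1.86 and 2.47 from 38, 10 and 57 reads, and the interval of its fall in CM ran from -3.03 to -0.82. ABHD5 had log2 ratios of -0.81 and 0.54, PCK1 -0.68 and 0.66, and GSTA4 -0.41 and 0.68. GSTA4 in CM versus IM and ABHD5 in CMT versus CM lay under a 1.5-fold change. None of the 95% intervals of these 20 log2 ratios included 0. Scaling by the total UQRPKM of each library put the log2 ratio of PCK1 in CMT versus CM at 0.73, and a pseudocount of 1 put that of DIO3 at 2.17. No qRT-PCR values were analysed here.

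**Figure D4:**
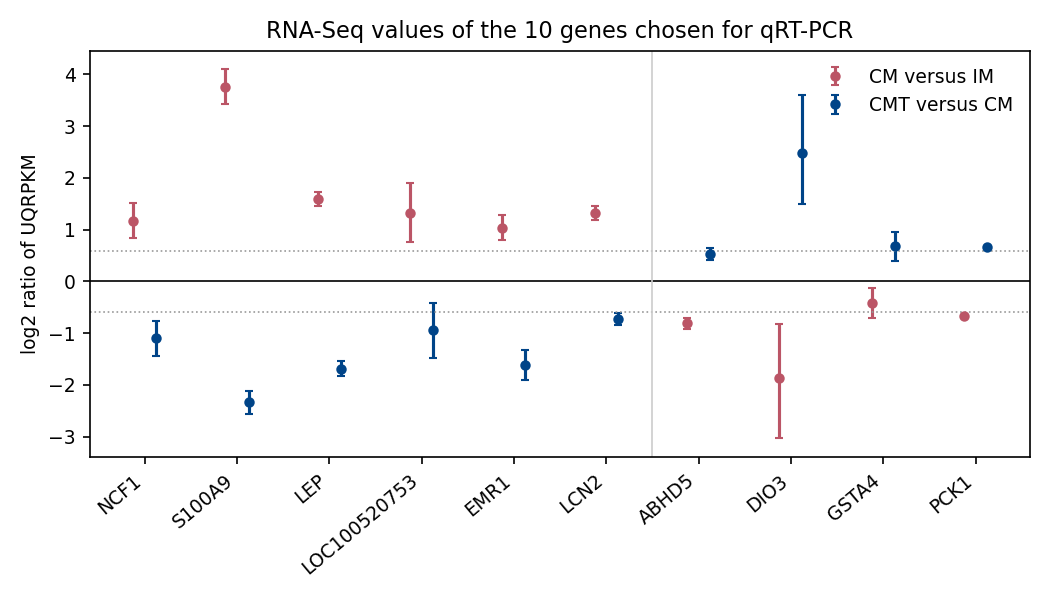
Log2 ratio of UQRPKM in CM versus IM and in CMT versus CM for the 10 genes, with exact 95% intervals for counting error and dotted lines at a 1.5-fold change. The widest intervals belong to DIO3, from -3.03 to -0.82 in CM versus IM and from 1.49 to 3.61 in CMT versus CM. Those of LOC100520753 (CD68) come next.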

Consistent with RNA-Seq data, the expression of six genes from profile 5 were increased in CM pigs but decreased in CMT pigs (Figure 5D), while four genes from profile 2 were decreased in CM pigs but increased in CMT pigs (Figure 6D), indicating the strong consistence between RNA-Seq and qRT-PCR data.

## 3. Discussion

Generally, testosterone deficiency or HFC diet resulted in increased VAT accumulation. With aging or hypogonadal of obese individuals, these two factors act together on VAT deposition. However, the role of testosterone in regulating VAT accumulation under HFC diet is still largely unclear. In this study, our pig model fed a HFC diet provides a great opportunity for discovering the role of testosterone deficiency for VAT changes under HFC diet-induced state. Our data found VAT accumulation was increased in CM pigs but decreased in CMT pigs (Figure 1A), indicating testosterone deficiency significantly exacerbated VAT accumulation. In addition, this VAT accumulation process can be reversed by testosterone treatment, showing that testosterone replacement might be involved in the treatment strategy for abating VAT deposition caused by testosterone deficiency under HFC diet. These results are consistent with data observed from testosterone deficiency or androgen receptor knockout (ARKO) mice, which showed that castration induced abdominal obesity of HFD mice and this phenomenon could be eliminated by treating with antibiotics [20] and androgen deficiency under HFD significantly enhanced visceral and total fat accumulation of ARKO mice [21]. However, another study discovered there was no significant difference of VAT mass between obesogenic diet-fed (OGD, including greater amounts of sugars, saturated and monounsaturated fat and less protein and polyunsaturated fat compared to the standard rat chow diet) and orchiectomised (OGD + ORX) male mice [22]. Given differences in diet compositions, it is possible to change the effects on VAT deposition induced by androgen. Further investigation of roles of castration under different diet compositions is required. Additionally, except for testosterone, castration might alter the levels of other hormones, such as estrogen, inhibin and gonadotropins. However, there was no significant difference in key genes related to the levels of estrogen, inhibin and gonadotropins between any two groups, i.e., *ESR1*, *INHBA*, and *GNRH1*, and the expressions of *ESR2*, *INHA*, and *GNRHR* were undetected (Table S1), indicating that these genes or their related hormones might not have significant contributions in VAT deposition induced by testosterone deficiency under HFC diet.

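ESR1 had 30.2 UQRPKM in IM, 30.4 in CM and 33.3 in CMT, from 25, 24 and 27 reads. Its log2 ratio in CM versus IM was 0.01 with a 95% interval from -0.86 to 0.88, so a change smaller than that range was not detectable at this depth. INHBA had 75.6, 64.2 and 55.1 UQRPKM from 241, 195 and 172 reads, with log2 ratios of -0.24 in CM versus IM and -0.22 in CMT versus CM whose intervals both included 0. In CMT versus IM its log2 ratio was -0.46 (95% interval -0.75 to -0.17), and the exact binomial test on the reads of these libraries gave a Benjamini-Hochberg adjusted p of 0.00663. The fall was 1.37-fold, under the threshold of 1.5, and the MA-plot formula on UQRPKM values gave an adjusted p of 0.316. GNRH1 had 1 read in CM and was listed at 0 in IM and CMT. ESR2, INHA and GNRHR were listed at 0 in all 3 libraries, where a listing at 0 also occurs for ribosomal protein genes.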

Moreover, testosterone deficiency enhanced leptin levels in both serum and VAT, while testosterone treatment decreased these levels of leptin (Figure 1C and Figure 5D). 

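In the VAT libraries LEP had 167 UQRPKM in IM, 502 in CM and 156 in CMT, from 558, 1600 and 511 reads. The log2 ratio in CM versus IM was 1.59 (95% interval 1.45 to 1.73), a ratio of 3.01. For CMT versus CM the log2 ratio was -1.69 (-1.83 to -1.54). The IM and CMT libraries differed by a log2 ratio of -0.10 with an interval from -0.27 to 0.08, which is within counting error. Serum leptin was not analysed here.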

As a key marker of fat deposition, leptin plays a core role of white adipose tissue (WAT) deposition [23]. In our previous study, castration increased the expression levels of *LEP* in subcutaneous and leaf fat tissue [24]. Furthermore, consistent with these data obtained from obese children and adolescents or type 2 diabetic men, which showed testosterone suppressed both leptin levels of serum and adipocytes [25,26], our current data indicated testosterone replacement resulted in significantly reduced leptin levels in serum and VAT as well as VAT deposition, further confirming the role of leptin as an indicator for VAT deposition. 

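APOE was among the most abundant genes, with 13949.8 UQRPKM in IM, 24527 in CM and 11363 in CMT, from 22843, 38277 and 18233 reads. Its log2 ratio was 0.81 (95% interval 0.79 to 0.84) in CM versus IM and -1.11 (-1.14 to -1.08) in CMT versus CM. In CMT it lay below IM, with a log2 ratio of -0.30 (-0.32 to -0.27). With scaling by total UQRPKM the ratio in CM versus IM was 0.77 on the log2 scale.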

Alternatively, a major triglyceride-rich lipoprotein of the chylomicron, *APOE* was found to be significantly increased under testosterone deficiency. In APOE-deficient mice (*APOE*^−/−^) with diabetogenic or HFD diet, the fat mass was found to be significantly lower than that in *APOE*^+/+^ or wild-type mice, indicating that APOE-deficient might be resistant to adiposity and APOE was positively related with diet-induced adiposity [27,28]. Therefore, enhanced *APOE* under testosterone deficiency in our data might amplify castration-induced VAT deposition under HFC diet. 

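APOA5 rested on 13 reads in IM, 55 in CM and 18 in CMT, or 12.5, 55.6 and 17.7 UQRPKM. The log2 ratio of APOA5 was 2.15 (95% interval 1.26 to 3.15) in CM versus IM and -1.65 (-2.51 to -0.86) in CMT versus CM. APOC3 was listed at 0 in IM and had 1645 UQRPKM in CM and 2.26 in CMT, from 1418 reads in CM and 2 reads in CMT. No log2 ratio can be given against IM. The lower bound of the 95% interval of that log2 ratio was 8.65, and the log2 ratio in CMT versus CM was -9.51. APOC2 had 2 reads in IM, 281 in CM and none in CMT. Other genes made mainly in the liver had the same distribution over the libraries. ALB had 10, 10612 and 15 reads in IM, CM and CMT, HPX had 1 read in IM and 1634 in CM, and CPS1, an enzyme of the urea cycle inside hepatocytes, had 111 reads in CM and was listed at 0 in IM and CMT. In contrast, APOA1 had 3371, 2959 and 2230 reads.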

Actually, expression levels of other well-known lipoproteins for modulating triglyceride metabolism, such as *APOA5* and *APOC3* [29,30], were also upregulated under testosterone deficiency, although the expressions of *APOC3* were not detected in IM pig groups (Table S1). In the previous study, APOE, APOC3, and APOA5 were shown to be positively associated with plasma triglyceride levels [31,32], which indicated VAT accumulation. Accordingly, our previous results found the levels of serum triglyceride were highly significant increased under testosterone deficiency in pigs fed a HFC diet [18]. Thus, our data suggested that these enhanced lipoproteins might contribute to VAT changes caused by testosterone deficiency under HFC feeding. Interestingly, we did not find any significant difference in other common adipogenic markers, such as *ADIPOQ*, *PPARγ*, and *CEBPα*, suggesting that these genes might not have significant roles in the regulation of castration-induced VAT deposition under HFC feeding.

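ADIPOQ had 74928 UQRPKM in IM, 69193 in CM and 63873 in CMT, from 65869, 57970 and 55020 reads. Its log2 ratio was -0.11 (95% interval -0.13 to -0.10) in CM versus IM and -0.12 (-0.13 to -0.10) in CMT versus CM. PPARG, with 1965 reads in IM, 2247 in CM and 2257 in CMT, had log2 ratios of 0.26 (0.17 to 0.35) and -0.03 (-0.12 to 0.05). CEBPA, with 12595, 13983 and 10729 reads, had 0.22 (0.19 to 0.26) and -0.42 (-0.46 to -0.39). All of these changes lay under the 1.5-fold threshold. At this depth the intervals of ADIPOQ and CEBPA, and that of PPARG in CM versus IM, nevertheless did not include 0. For ADIPOQ, PPARG and CEBPA the adjusted p by the MA-plot formula on UQRPKM values was 1.83e-95, 2.85e-04 and 8.32e-06 in CM versus IM. In CMT versus CM it was 1.04e-05, 0.764 and 2.97e-20. That formula scales the libraries by total UQRPKM, so its p-values do not test the log2 ratios given above against 0. These small ratios depend on the scaling between the libraries, since that of ADIPOQ in CM versus IM was -0.05 with median-of-ratios scaling and -0.16 with scaling by total UQRPKM.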

As expected, testosterone deficiency with HFC induced the expression of genes related with inflammatory response. The marked genes, such as *LOC100520753* (*CD68*), *EMR1*, *LCN2*, *S100A8*, *S100A9*, and *S100A12* (Figure 5 and Table S5), were upregulated in CM pigs but downregulated in CMT pigs, suggesting testosterone replacement in castrated pigs might decrease the risk of inflammation. 

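All 6 genes were higher in CM than in IM and lower in CMT than in CM, by 1.5-fold or more in each case. The ratios of CM to IM ran from 2.05 for EMR1 to 14.1 for S100A8, and the ratios of CM to CMT from 1.65 for LCN2 to 6.57 for S100A8. The genes differed in how far they returned. In CMT versus IM, the log2 ratio was 1.42 (95% interval 1.05 to 1.81) for S100A9, 1.10 (0.61 to 1.60) for S100A8, 0.74 (0.46 to 1.02) for S100A12 and 0.59 (0.45 to 0.74) for LCN2. It was -0.58 (-0.90 to -0.26) for EMR1 and 0.37 (-0.28 to 1.02) for LOC100520753 (CD68).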

CD68 and EMR1 are two key markers of macrophage infiltration in WAT. In previous studies, the expressions of *CD68* and the extent of adiposity and macrophage infiltration in obese mice were increased under Zn deficiency [33]; CD68+ cell percentage as well as *CD68* mRNA expressions were positively related with VAT area in women [34]; percentage of cell expressing EMR1 (F4/80) was positively correlated with adipocyte size and macrophage accumulation in obese mice [35]; and the expression levels of *EMR1* were significantly reduced in the cocoa-supplemented HFD mice with decreased retroperitoneal WAT weights compared with HFD-fed mice only [36], showing that *CD68* and *EMR1* could play important roles on WAT accumulation and macrophage infiltration under adiposity. 

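LOC100520753, which Table S2 annotates as macrosialin and pairs with the human gene CD68, had 17.2 UQRPKM in IM, 42.9 in CM and 22.2 in CMT, from 38, 90 and 48 reads. Its log2 ratio was 1.31 (95% interval 0.75 to 1.90) in CM versus IM and -0.95 (-1.48 to -0.43) in CMT versus CM. The exact binomial test on reads gave a Benjamini-Hochberg adjusted p of 1.10e-05 for CM versus IM and 0.00142 for CMT versus CM, while the MA-plot formula on UQRPKM values gave adjusted p-values of 0.0109 and 0.111. EMR1 had 45.6, 93.6 and 30.6 UQRPKM from 204, 399 and 134 reads. The log2 ratio of EMR1 was 1.04 (0.79 to 1.29) in CM versus IM and -1.61 (-1.91 to -1.33) in CMT versus CM. A list of 18 other macrophage genes had a median log2 ratio, with a pseudocount of 1, of 0.12 in CM versus IM and -0.10 in CMT versus CM. The medians lay at percentiles 99.3 and 12.6 among 10000 random lists of the same size matched on mean expression. Of these 18 genes, MARCO rose most in CM versus IM, by 1.13 on the same scale, from 40 to 86 reads. It was the only 1 to rise 1.5-fold or more. C1QA fell most, with -0.43 on that scale, from 3571 to 2523 reads.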

In this study, *CD68* and *EMR1* were significantly increased in testosterone deficiency of CM pigs and decreased in testosterone replacement of CMT pigs, suggesting that testosterone deficiency with HFC might exacerbate macrophage infiltration in VAT. Furthermore, *LCN2*, an inflammation-pathway related factor, was discovered to be regulated by testosterone deficiency. 

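LCN2 had 309 UQRPKM in IM, 770.4 in CM and 467 in CMT, from 633, 1502 and 936 reads. This gave a log2 ratio of 1.32 (95% interval 1.18 to 1.45) in CM versus IM and -0.72 (-0.84 to -0.60) in CMT versus CM. The CMT library remained above IM at a ratio of 1.51.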

Actually, the levels of *LCN2* mRNA were dramatically increased in adipose tissue of obese mice compared with that of lean individuals [37] and were positively correlated with pro-inflammatory markers including *CD68* in VAT of obese patients [38]. Therefore, our results suggested that enhanced *LCN2* in VAT might contribute to inflammation under testosterone deficiency. 

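S100A8 had 52 reads in IM, 697 in CM and 109 in CMT, which are 90.4, 1272 and 193 UQRPKM. S100A9 had 83, 1070 and 218 reads, or 85.6, 1157 and 229 UQRPKM, and S100A12 had 174, 1259 and 284 reads, or 323, 2449 and 537 UQRPKM. In CM versus IM the log2 ratio was 3.81 (95% interval 3.41 to 4.25) for S100A8, 3.76 (3.43 to 4.10) for S100A9 and 2.92 (2.69 to 3.16) for S100A12. The log2 ratios of CMT to CM were -2.72, -2.34 and -2.19. A list of 11 other neutrophil genes in the deposited values had a median log2 ratio of 0 in both comparisons, and it included genes listed at 0 or with single reads. Its percentile among matched random lists was 49.0 in CM versus IM.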

Additionally, other important inflammation related markers, such as *S100A8*, *S100A9*, and *S100A12*, were also induced by testosterone changes. Our data are consistent with those observed by Sekimoto et al (2012) and Yamaoka et al (2013) [39,40], who found the expression levels of *S100A8*, *S100A9*, and *S100A12* were positively correlated with VAT adiposity in human and overexpression of *S100A8* and *S100A9* could increase adipose inflammation. Most recently, upregulated *S100A8* expression levels were shown to contribute to the very early stage of pathogenesis of obesity and induce local inflammation [41]. Obviously, our data strongly supported that testosterone deficiency with HFC might enhance the risk of inflammation via upregulating the expression levels of inflammatory markers.

Furthermore, we found the genes involved in oxidation-reduction process were induced by testosterone deficiency with HFC and resulted in up-regulation of oxidant-related genes (i.e., *NCF1* (*p47phox*) and *NOX2* (*GP91-PHOX*)) and down-regulation of antioxidant-related genes (i.e., *GPX3* and *GSTA4*) (Figure 5 and Figure 6, and Table S5). It is not surprising because oxidative related process such as oxidative stress is associated with adiposity caused by VAT accumulation [42,43]. 

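NCF1 had 60.3 UQRPKM in IM, 136 in CM and 63.9 in CMT, from 106, 228 and 110 reads. This gave a log2 ratio of 1.17 (95% interval 0.84 to 1.52) in CM versus IM and -1.09 (-1.43 to -0.76) in CMT versus CM. GP91-PHOX had log2 ratios of 0.62 (0.44 to 0.79) and -0.84 (-1.02 to -0.65) from 457, 668 and 385 reads. Its ratio of 1.53 in CM versus IM lay near the threshold, and its log2 ratio fell under 1.5-fold when the libraries were scaled by total UQRPKM, to 0.57. With median-of-ratios scaling it stayed past 1.5-fold, at 0.68. GPX3, with 61659 reads in IM, 26373 in CM and 39762 in CMT, had log2 ratios of -1.16 (-1.18 to -1.13) and 0.55 (0.53 to 0.57). Its rise in CMT versus CM was 1.47-fold, and scaling by total UQRPKM put its log2 ratio at 0.63. GSTA4 had 241, 173 and 285 reads and log2 ratios of -0.41 (-0.70 to -0.12) and 0.68 (0.40 to 0.96). IM was 1.33-fold above CM for GSTA4, which is under the threshold of 1.5. For that pair of libraries the exact binomial test on reads gave a Benjamini-Hochberg adjusted p of 0.0168. The MA-plot formula on UQRPKM values gave an adjusted p of 0.103.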

In fact, as two important oxidant genes of oxidative stress, the expression levels of *p47phox* and GP91-PHOX were shown to be positively associated with VAT mass in mice or rats [43,44], suggesting VAT changes resulted in oxidative stress by regulating the expression of *p47phox* and GP91-PHOX. For antioxidant markers, oxidative stress reduced the levels of *GPX3* in the plasma of obese subjects and adipose tissue of HFD mice [45,46] as well as *GSTA4* expression in adipose tissue of obese C57BL/6J mice [47]. Therefore, these data demonstrated that fat deposition might enhance oxidative stress by upregulating oxidant-related genes and downregulating antioxidant-related genes. Consistent with these data, our results supported that VAT deposition of testosterone deficiency with HFC in pigs is associated with oxidative related process by regulating oxidant- and antioxidant-related genes.

In addition, testosterone deficiency with HFC mainly decreased the genes involved in cell differentiation, cell adhesion and small molecule metabolic process. Some important genes, i.e., *ABHD5* for cell differentiation, *SPP1* for both cell differentiation and cell adhesion, *GAS6* for cell adhesion, and *DIO3* and *PCK1* for small molecule metabolic process (Figure 6 and Table S5), were significantly downregulated under testosterone deficiency with HFC. 

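In CM versus IM the log2 ratio was -1.86 for DIO3, -1.03 for SPP1, -0.81 for ABHD5, -0.68 for PCK1 and -0.48 for GAS6. The fall of GAS6 was 1.39-fold, under the threshold of 1.5, and the others lay past it. In CMT versus CM the log2 ratios of these genes were 2.47, 0.90, 0.54, 0.66 and 0.68. None of the 95% intervals of these 10 ratios included 0. The genes differed in depth, from 10 reads for DIO3 in CM to 20854 reads for PCK1 in IM.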

ABHD5, also known as CGI-58, is a master regulator of triacylglycerol hydrolysis [48] and its knockdown resulted in abnormal accumulation of lipid droplets in 3T3-L1 preadipocytes [49]. In HFD-induced mice, CGI-58 deficiency aggravated macrophage inflammation [50], but Knockdown of CGI-58 was found to prevent HFD-induced obesity and reduce the expression of both lipolytic and lipogenic genes in WAT [51], indicating that the role of *CGI-58* for obesity under HFD is still controversial. 

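ABHD5 had 976 UQRPKM in IM, 556 in CM and 806 in CMT, from 1932, 1049 and 1563 reads. Its log2 ratio was -0.81 (95% interval -0.92 to -0.70) in CM versus IM. In CMT versus CM it was 0.54 (0.42 to 0.65), a ratio of 1.45 that lies under the fold change of 1.5 in the criteria for DEGs. The exact binomial test on reads gave a Benjamini-Hochberg adjusted p of 1.92e-19 for that pair of libraries. With scaling by total UQRPKM its log2 ratio in CMT versus CM was 0.61, which is past 1.5-fold, and with median-of-ratios scaling it was 0.55. CMT stayed below IM with a log2 ratio of -0.28 (-0.37 to -0.18).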

In this study, *ABHD5* was significantly downregulated in CM pigs and testosterone replacement significantly increased its expression in CMT pigs, providing new evidence that *ABHD5* might have roles of VAT accumulation regulated by testosterone deficiency with HFC. SPP1, also known as osteopontin, a secreted extracellular matrix protein that binds to specific integrins to promote cell adhesion in porcine trophectoderm cell [52], had been shown to induce brown adipogenesis from white preadipocytes [53]. Moreover, the expression of SPP1 in principal cells of the rat epididymis disappeared after orchiectomy and can be restored with testosterone replacement [54], demonstrating that testosterone could positively regulate SPP1 expression. GAS6, a vitamin K-dependent protein, was shown to regulate cell adhesion in different cells such as endothelial cells and schwannoma cells [55,56]. Furthermore, mutations of *GAS6* were shown to be associated with obesity and type 2 diabetes individuals [57] and its serum levels were positively associated with testosterone levels in male patients with coronary heart disease [58], and androgen could directly regulate *GAS6* expression by binding the androgen-response elements of its promoter regions for inhibition of vascular calcification [59]. In the present study, downregulated *GAS6* and *SPP1* under testosterone deficiency with HFC were discovered, further confirmed the role of androgen signaling to regulate these two genes in diet-induced VAT deposition. 

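GAS6 had 1097 UQRPKM in IM, 789 in CM and 1267 in CMT, from 4186, 2867 and 4737 reads. Its log2 ratio was -0.48 (95% interval -0.55 to -0.41) in CM versus IM, -0.41 with median-of-ratios scaling and -0.52 with scaling by total UQRPKM, each under a 1.5-fold change. In CMT versus CM it was 0.68 (0.62 to 0.75), a ratio of 1.61, and CMT also lay above IM with a log2 ratio of 0.21 (0.15 to 0.27). SPP1 had 204 UQRPKM in IM, 100.1 in CM and 187 in CMT, from 472, 221 and 425 reads. This gave a log2 ratio of -1.03 (-1.26 to -0.79) in CM versus IM and 0.90 (0.67 to 1.14) in CMT versus CM. IM and CMT did not differ by more than counting error for SPP1, with a log2 ratio of -0.12 (-0.31 to 0.07).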

*DIO3*, a master gene of heat production and energy metabolism, was found to be associated with multiple traits of fat deposition in pig [60], but so far, the role of *DIO3* in VAT deposition induced by androgen is unclear. 

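DIO3 was expressed at a low level, with 12.1 UQRPKM in IM, 3.34 in CM and 18.5 in CMT. These values rest on 38, 10 and 57 reads. Its log2 ratio in CM versus IM was -1.86 (95% interval -3.03 to -0.82), with a Benjamini-Hochberg adjusted p of 7.05e-04 from the exact binomial test on reads and of 0.101 from the MA-plot formula on UQRPKM values. The log2 ratio of CMT to CM was 2.47 (1.49 to 3.61), with adjusted p-values of 6.57e-08 from the exact test and 0.00548 from the MA-plot formula. The interval of CMT versus IM, from -0.003 to 1.25, included 0.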

Here our results provide a novel clue that *DIO3* might play an important role in VAT deposition under testosterone deficiency. *PCK1*, a rate-limiting enzyme for encoding the gluconeogenesis [61], was downregulated by testosterone deficiency with HFC. 

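PCK1 had 5402 UQRPKM in IM, 3377 in CM and 5326 in CMT, from 20854, 12426 and 20146 reads. This gave a log2 ratio of -0.68 (95% interval -0.71 to -0.65) in CM versus IM and 0.66 (0.62 to 0.69) in CMT versus CM, changes of 1.60-fold and 1.58-fold. The log2 ratio in CMT versus IM was -0.02 (-0.05 to 0.01), and its sign changed with the scaling, to 0.06 with median-of-ratios scaling and 0.01 with scaling by total UQRPKM.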

Consistent with those data observed by Niang et al (2011) [62], who found leptin can significantly downregulated the mRNA expressions of *PCK1* in rat WAT, our data also discovered the expression levels of *PCK1* were significantly decreased with the increase of leptin levels under testosterone deficiency with HFC, showing that the function of *PCK1* in VAT deposition might be induced by leptin signaling. Accordingly, our results indicated that testosterone deficiency with HFC might reduce cell differentiation, cell adhesion and small molecule metabolic process by down-regulating their related genes. However, some upregulated genes involved in small molecule metabolic process were simultaneously found in this study, hence the role of testosterone deficiency with HFC in small molecule metabolic process need to be investigated further. 

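Across the 3 libraries the order of LEP was CM, IM and CMT from high to low, at 502, 167 and 156 UQRPKM. The order of PCK1 was IM, CMT and CM, at 5402, 5326 and 3377 UQRPKM. LEP was thus highest and PCK1 lowest in the same library, CM. A correlation over 3 libraries cannot be tested, and none was computed.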

Taken together, our data provide a comprehensive clue on the role of androgen in cell differentiation, cell adhesion, and small molecule metabolic process.

## 4. Materials and Methods

### 4.1. Animals

Chinese Wuzhishan miniature male pigs (6–7 months old) were obtained from the Institute of Animal Sciences, Hainan Academy of Agricultural Sciences (Haikou, China). The animals received a standard diet without cholesterol during a 7-week “pretreatment period” for acclimation to the environment. At week 7, the pigs were divided into three groups as follows: intact male pigs fed a HFC diet (IM), castrated male pigs fed a HFC diet (CM), and castrated pigs with testosterone replacement fed a HFC diet (CMT). Among them, IM pigs received only skin incisions which were closed by suture, CM pigs were gonadectomized through two incisions in the perineum which were closed by suture, and CMT pigs were given testosterone treatment after castration by intramuscular weekly injection with testosterone propionate (10 mg/kg body weight; Sigma-Aldrich, St. Louis, MO, USA) dissolved in corn oil. All surgical operations were performed under anesthesia. The HFC diet was fed for 12 weeks starting from week 8. The HFC diet was comprised of 73% normal swine diet, 15% lard, 10% egg yolk power, 1.5% cholesterol, and 0.5% sodium cholate. All experimental procedures were approved by the Institutional Animal Care and Use Committee of the Zhejiang Chinese Medical University (2013450; 9 December 2013).

At the end of the experimental period, animals were weighted and killed by exsanguination under sodium pentobarbital anesthesia. Blood samples were collected and centrifuged at 3000× *g* at 4 °C for 15 min and then stored at −80 °C for serum measurement. VAT of each animal was derived from retroperitoneal adipose tissue and weighed, followed by freezing storage in liquid nitrogen for RNA extraction. VAT fat was measured as a ratio of VAT weight refers to the proportion of body weight. Serum testosterone concentrations were measured using an RIA kit (B10B, Beijing North Institute of Biological Technology, Beijing, China), and serum leptin levels were measured using a commercially available kit (50R-E.1511P, Tianjin Anoric Bio-technology, Co., Ltd., Tianjin, China) and analyzed by an Automatic Biochemistry Analyzer (Hitachi 7020, Tokyo, Japan). The intra-assay and inter-assay coefficients of variation were below 10% and 15% for testosterone, respectively, and the inter-assay coefficients of variation were below 6% for leptin. The assay sensitivities were 0.02 ng/mL and 0.1 ng/L for testosterone and leptin, respectively.

### 4.2. RNA Extraction, cDNA Library Construction and Ion Proton Sequencing

Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA integrities and qualities were assessed by Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) and agarose gel electrophoresis. The RNA integrity number (RIN) of all samples was more than 7.0. Then, RNA samples from IM, CM, and CMT groups (*n* = 4 per group) were pooled with equal quantities, respectively, and were used for cDNA library construction and Ion-proton sequencing. Briefly, cDNA libraries for single-end sequencing were prepared using the Ion Total RNA-Seq Kit v2.0 (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions. After diluting and mixing of samples, the mixture was processed on OneTouch 2 instrument and was enriched on OneTouch 2 ES station (Life Technologies, Carlsbad, CA, USA). Finally, the enriched mixture samples were loaded on to 1 P1v2 Proton Chip and sequenced on Proton Sequencers according to the Ion PI Sequencing 200 Kit v2.0 (Life Technologies, Carlsbad, CA, USA).

### 4.3. Sequence Mapping and DEGs Filtering

Raw sequencing data were filtered by removing the adaptor sequences, reads with >5% ambiguous bases, and low-quality reads with qualities <13. These clean data were then mapped to the current pig reference genome (Sscrofa 10.2) using the MapSplice program [63]. UQRPKM values [64,65] were used to measure the expression levels of each gene. DEGSeq algorithm of R package was used to identify DEGs [66]. The DEGs were defined as fold changes of 1.5 or more, *p* value less 0.05 after false discovery rate (FDR) correction, and UQRPKM values greater than or equal to 1 in any two groups.

### 4.4. Cluster Analysis

Hierarchical clustering analysis was performed using Cluster 3.0 and was visualized using the Java Treeview (version 1.1.6r2, Stanford University, Stanford, CA, USA). The expression profiles of DEGs were determined by series-cluster analysis based on the Short Time-Series Expression Miner (STEM) method [67].

### 4.5. Gene Ontology (GO) Analysis

Gene ontology (GO) analysis of DEGs using GO annotation from the Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories. Terms with *p* values less than 0.05 and the number of matching genes in term (DifGene) more than 5% of all used genes (AllDifGene) were selected as significant or enriched terms.

### 4.6. Quantitative Real-Time RT-PCR

Ten genes (six from profile 5 and four from profile 2) were analyzed by quantitative real-time RT-PCR (qRT-PCR) for validating the data from RNA sequencing. The primers of each gene are listed in Table S8. Approximately 1 μg RNA was reverse transcribed using an MMLV-RT Kit (Promega, Madison, WI, USA) according to the manufacturer’s protocol. Next, qRT-PCR was performed using a standard SYBR Green PCR kit (Takara, Dalian, China) and was processed on StepOnePlus™ Real-Time PCR Detection System (Applied Biosystems, Foster City, CA, USA). The qRT-PCR conditions were used as follows: 95 °C for 5 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s. β-Actin was used as an internal control to normalize gene expression and assays were run in triplicate. The 2^−ΔΔ*C*t^ method was used to determine the expression level differences [68].

### 4.7. Statistical Analysis

Statistical analyses were performed using SPSS v17.0 software (SPSS, Chicago, IL, USA) and the results showed as means ± SEMs. Statistical differences between groups were examined using ANOVA followed Bonferroni multiple comparison, and *p* values of less than 0.05 and 0.01 were considered as significant and highly significant, respectively.

### 4.8. Data Accessibility

The datasets have been submitted to the Gene Expression Omnibus (GEO) database of NCBI (accession number GSE77544).

## 5. Conclusions

In summary, a genome-wide view of transcriptome changes of VAT with HFC induced by testosterone deficiency in miniature pig model was investigated here. Our data discovered that testosterone deficiency in pigs fed a HFC diet mainly increased the changes of genes associated with inflammatory process, oxidation-reduction process, and lipid metabolic process, while reduced other genes mainly involved in cell differentiation and cell adhesion. Furthermore, this study provides novel insights for comprehensively understanding the mechanisms of the VAT changes induced by testosterone deficiency, revealing possible clues for treatment or abatement of visceral adiposity under testosterone deficiency.

## Figures and Tables

**Figure 1:**
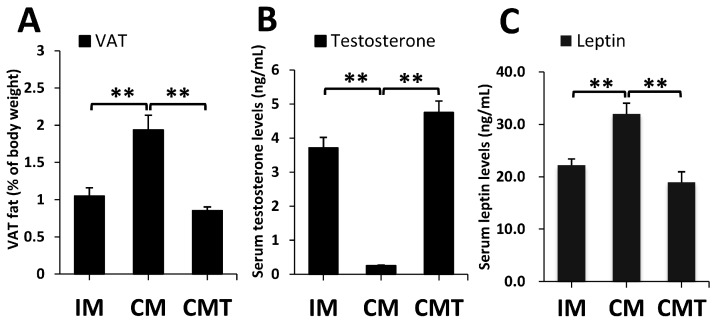
Effects of castration and testosterone treatment on visceral adipose tissue (VAT) fat, serum testosterone and leptin levels: (**A**) VAT fat percentage of body weight; (**B**) serum testosterone levels; and (**C**) leptin levels. IM: intact male pigs fed a high-fat and high-cholesterol (HFC) diet; CM: castrated male pigs fed a HFC diet; CMT: castrated pigs with testosterone replacement fed a HFC diet. Data were represented as means ± SEMs, *n* = 4 per group. ** *p* < 0.01.

**Figure 2:**
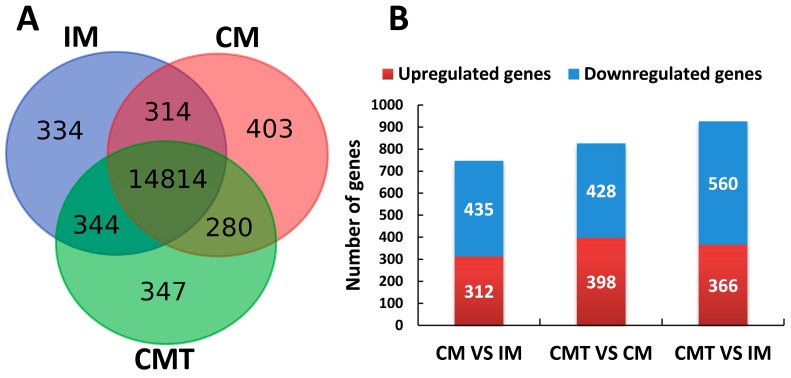
Gene expression analysis in VAT of IM, CM, and CMT pigs: (**A**) the numbers of genes expressed in IM, CM, and CMT groups; and (**B**) the numbers of DEGs between groups. IM: intact male pigs fed a HFC diet; CM: castrated male pigs fed a HFC diet; CMT: castrated pigs with testosterone replacement fed a HFC diet.

**Figure 3:**
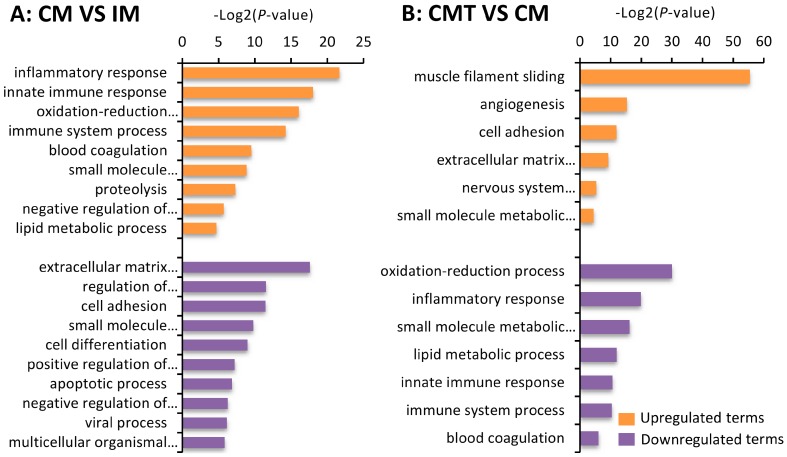
Gene ontology (GO) analysis of differentially expressed genes (DEGs) between groups: (**A**) GO terms associated with the DEGs between CM versus IM; and (**B**) GO terms associated with the DEGs between CMT versus CM. IM: intact male pigs fed a HFC diet; CM: castrated male pigs fed a HFC diet; CMT: castrated pigs with testosterone replacement fed a HFC diet.

**Figure 4:**
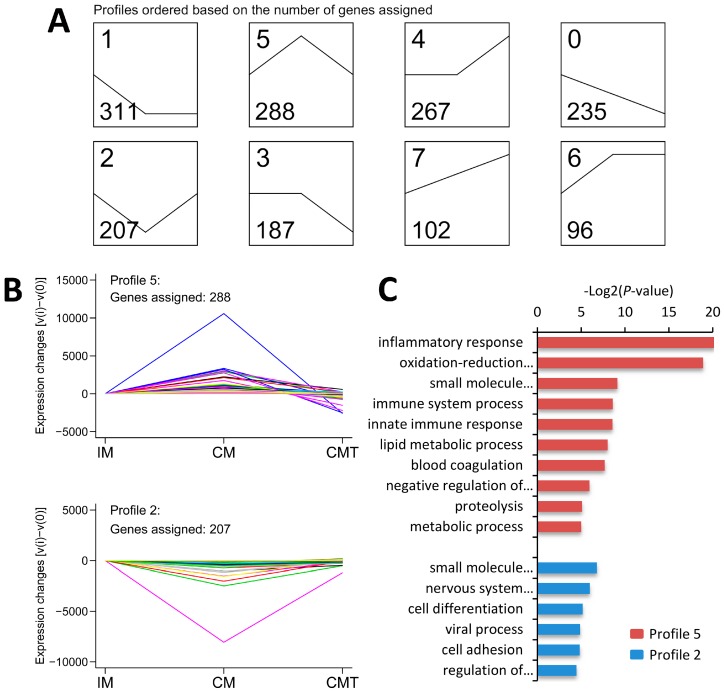
Gene expression tendencies and gene ontology (GO) analysis: (**A**) series-cluster analysis for gene expression profiles of DEGs; (**B**) gene expression tendencies of profile 5 and 2. Profile 5 included 288 DEGs that increased in CM pigs but decreased in CMT pigs compared with IM pigs, while profile 2 included 207 DEGs that decreased in CM pigs but increased in CMT pigs compared with IM pigs; and (**C**) Enriched GO terms in profiles 5 and 2. IM: intact male pigs fed a HFC diet; CM: castrated male pigs fed a HFC diet; CMT: castrated pigs with testosterone replacement fed a HFC diet.

**Figure 5:**
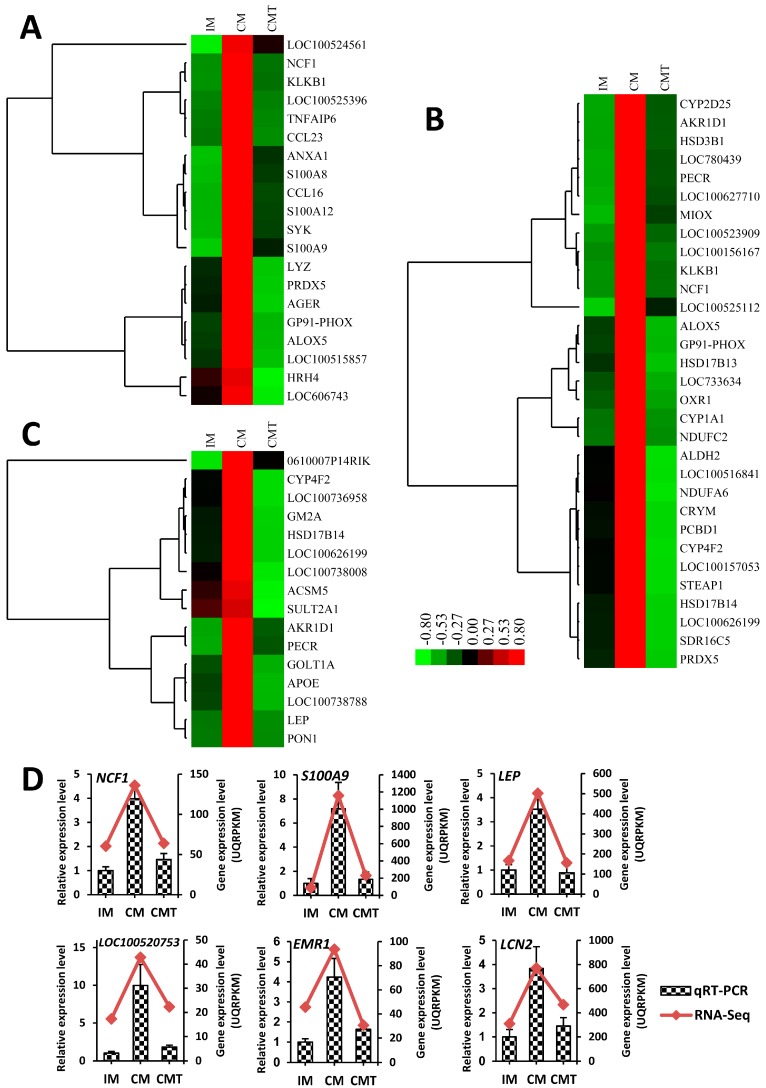
DEGs involved in inflammatory response, oxidation-reduction process and lipid metabolic process: (**A**) heat map for genes involved in inflammatory response; (**B**) heat map for genes involved in oxidation-reduction process; (**C**) heat map for genes involved in lipid metabolic process; and (**D**) expression levels of six genes (*NCF1*, *S100A9*, *LEP*, *LOC100520753* (*CD68*), *EMR1*, and *LCN2*) detected by qRT-PCR that were in agreement with the RNA-Seq results. Data were expressed as means ± SEMs, *n* = 4 per group. IM: intact male pigs fed a HFC diet; CM: castrated male pigs fed a HFC diet; CMT: castrated pigs with testosterone replacement fed a HFC diet.

**Figure 6:**
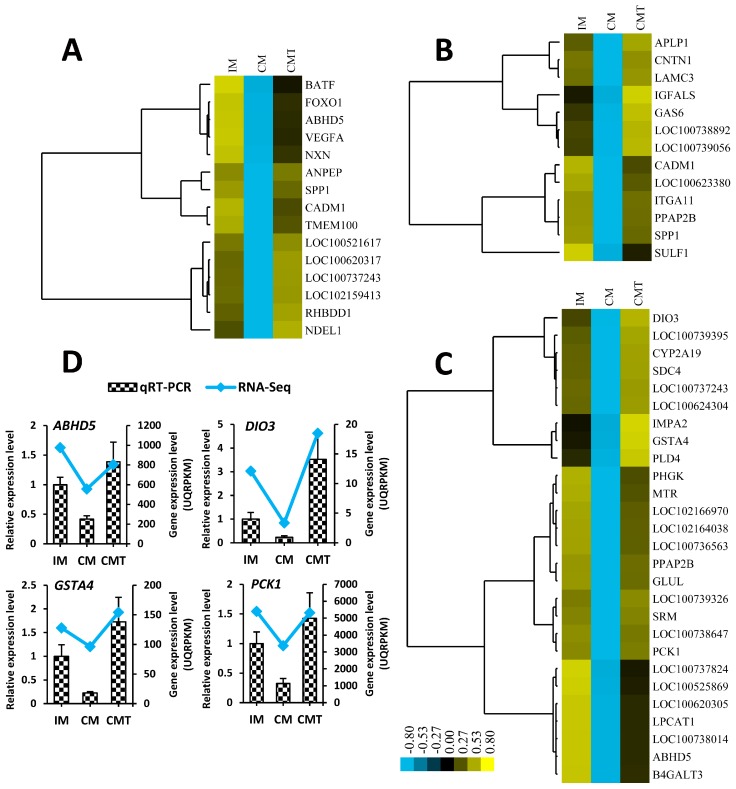
DEGs involved in cell differentiation, cell adhesion and small molecule metabolic process: (**A**) heat map for genes involved in cell differentiation; (**B**) heat map for genes involved in cell adhesion; (**C**) heat map for genes involved in small molecule metabolic process; and (**D**) expression levels of four genes (*ABHD5*, *DIO3*, *GSTA4*, and *PCK1*) detected by qRT-PCR that were in agreement with the RNA-Seq results. Data were expressed as means ± SEMs, *n* = 4 per group. IM: intact male pigs fed a HFC diet; CM: castrated male pigs fed a HFC diet; CMT: castrated pigs with testosterone replacement fed a HFC diet.

**Table 1:** Statistics of the sequencing reads mapping to the reference Sscrofa 10.2 genome.

Terms	IM	CM	CMT
All reads	26,818,106	24,658,796	23,870,297
Un mapped reads	4,906,529	4,295,752	4,089,813
Mapped reads	21,911,577	20,363,044	19,780,484
Mapping rate	0.817	0.826	0.829
Unique mapping	20,705,544	19,206,414	18,686,768
Unique mapping rate	0.772	0.779	0.783
Repeat mapping	1,206,744	1,157,303	1,094,352

IM: intact male pigs fed a high-fat and high-cholesterol (HFC) diet; CM: castrated male pigs fed a HFC diet; CMT: castrated pigs with testosterone replacement fed a HFC diet.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/17/12/2125/s1.

How the deposited data were processed for this re-analysis (not part of the article)

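RNA-Seq of visceral adipose tissue from intact (IM), castrated (CM) and castrated, testosterone-treated (CMT) miniature pigs on a HFC diet was analysed from the processed values of the 3 libraries. Each group is 1 library of RNA pooled over several pigs, so no replicates exist. Each library was assigned to its group by its sample label and by the paper's description of the groups.

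Before deposition, the authors filtered the reads, mapped them to Sscrofa 10.2 with MapSplice, counted them on genes and scaled the counts. The authors deposited RPKM values of a modified kind, UQRPKM, in which reads per kilobase of gene are scaled by the upper quartile of the library in place of its total reads. The counting tool, the gene annotation and the handling of reads that map to several genes are not named in the paper's text. The deposited values cover 34570 genes with a gene type for each. Analyses followed the paper and used the 22826 mRNA genes unless other gene types are named. Gene positions are not given here because the deposited values carry no coordinates, and the gene table at hand describes another genome build.

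Reads were recovered from the UQRPKM values. A value equals the number of reads multiplied by a constant and divided by the upper quartile of the library and the gene length. The ratio of the upper quartiles was taken from the ratio seen most often between low values of a pair of libraries, which gave 149, 142 and 146 for IM, CM and CMT. For each gene, the shortest length up to 120000 bases at which the values of all libraries were whole reads was used. Whole reads were found for 100% of the 20838 genes above 0, with a largest relative error of 7.65e-09. On 3890 simulated genes the recovered reads were exact for 91.3%, too low by a common factor for 8.71% and otherwise wrong for 0. Recovered reads came to 16611931, 15561124 and 15106608 for IM, CM and CMT. Counts of reads were used only for intervals, for depth and for the alternative tests, and UQRPKM values gave all main results.

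A gene was called expressed at a UQRPKM value above 0. A gene was called changed at a fold change of 1.5 or more with at least 1 UQRPKM in both libraries, which are the thresholds of the paper without its test. The paper names the DEGSeq package for its test but not which of its formulas was used. DEGSeq was not run here. Its MA-plot formula was chosen because it matched the p-values of Table S2. The formula compares the ratio of a gene with the ratio of total UQRPKM between the libraries. It was written out in Python and applied to UQRPKM values, and its p-values differed from those in Table S2 by at most 0.00268, 0.000846 and 0.00041 on the log10 scale in CM versus IM, CMT versus CM and CMT versus IM. The exact binomial test on recovered reads used the upper quartiles for the expected share of reads, with Benjamini-Hochberg adjustment over the mRNA genes with reads and a limit of 0.05. Both tests compare libraries, not conditions. On simulated data with 200 genes changed 2-fold, the thresholds without a test recovered 99% of the changed genes but also called 925 unchanged genes. The exact binomial test recovered 93.5% and called 0 unchanged genes, and the MA-plot formula on UQRPKM values recovered 77% and called 6. The simulated libraries had equal depth and differed by counting error only, and the changed genes were drawn from genes with many reads. Such data follow the model of the exact test, so its lack of false calls was built in. These results do not carry over to differences between pools or to genes with few reads.

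Changed genes above 0 in every library were assigned to the model profile, out of 8, whose differences from IM correlated best with theirs. This step was tested on 400 simulated genes, of which 100% were assigned to the profile they were made from. Their noise was far smaller than the steps of the models. The test therefore checks the calculation only, and not genes with patterns between the models. GO terms were not computed again. The member genes that the supplementary tables list for each term named in the text were followed in the deposited values, and the p-values and FDR of the terms are the paper's. The sheets of the supplementary tables at hand are shortened in places, so 612 genes of the list for CMT versus IM and no members of the RNA polymerase II promoter term were used.

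The genes named in the text were chosen by a rule. It takes every gene that the paper names, and for each comparison the 5 largest rises and the 5 largest falls among mRNA genes with at least 1 UQRPKM in both libraries and at least 50 in one of them. Genes in lists of markers or GO terms are named as examples of those lists. For each named gene the log2 ratio of UQRPKM without a pseudocount is given with an exact Clopper-Pearson 95% interval from its reads, which covers counting error only. Lists of marker genes of other cell types were chosen after reading the paper and its supplementary tables, so they overlap with genes listed there. For each list, the median of log2 ratios with a pseudocount of 1 was set against 10000 random lists of the same size, matched on mean expression in 20 bins. Its percentile describes these libraries and tests no condition.

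Alternatives to these choices were the DEGSeq formula or the exact test on top of the thresholds, a fold change of 2, a minimum of 10 UQRPKM, a minimum in only one library on a log2 scale with a pseudocount of 1, and another scaling between libraries by median of ratios or by total UQRPKM. Further alternatives were other minimums for an expressed gene, log2 differences or fold thresholds for the profiles, a pseudocount of 0.1, means in place of medians, and a likelihood ratio test in place of the exact test. Serum, tissue weight and qRT-PCR measurements were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Random draws used the seed 1.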

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

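Of the tests described in this part, those of hepatocyte and muscle genes without the genes of the paper's tables, both tests for a mislabelled sample and the test of mesothelium genes were chosen only after the result was seen, and the mitochondrial genes were picked as a group after their values were seen. With 1 library per group, none of the signals can be assigned to testosterone rather than to the pool of tissue that was sequenced.

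Most of the listed genes typical of hepatocytes, which the paper does not analyse as a group, were far higher in the CM library than in the other libraries. The median log2 ratio of the 20 listed hepatocyte genes found in the values was 5.22 in CM versus IM and -4.96 in CMT versus CM, with a pseudocount of 1, whereas 95% of matched random lists lay between -0.32 and 0.25 in CM versus IM. In CM versus IM, 15 of the 20 genes rose 10-fold or more, and without the 7 genes that the part of Table S2 for CM holds, the median was still 3.95. Exceptions include APOA1, with 3371, 2959 and 2230 reads in IM, CM and CMT, ITIH3, with 2957, 3526 and 4348 reads, and APOB, which was listed at 0 in all 3 libraries. The list includes CPS1, HPD and TAT, which had 111, 141 and 28 reads in CM and were listed at 0 in IM and CMT. APOC3 shows the same pattern and was not in the list. A mislabelled liver sample would have lowered the adipocyte genes, but the list of 13 adipocyte genes lay at percentile 82 in CM versus IM. In all, 120 mRNA genes with 10 or more reads in CM were at least 10-fold higher in CM than in both other libraries, and they held 0.256% of the mRNA reads of CM. A small amount of liver RNA in the CM pool is therefore a candidate explanation for APOC3, ALB and the other genes of this kind. Induction of these genes in fat by castration is the biological alternative, and it cannot be told apart from liver RNA with these data.

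Genes of skeletal muscle fibres were high in the CMT library. The median log2 ratio of the 20 listed muscle genes was 5.28 in CMT versus IM and 5.18 in CMT versus CM, and 14 of them rose 10-fold or more in CMT versus IM. In CM versus IM the median was -0.13. The list was chosen after reading the paper's tables, and 9 of the 20 genes belong to muscle filament sliding in Table S4, so it was tested without them. The median of the other 11 genes was 3.93 in CMT versus CM, at percentile 100 of matched random lists. Leaving out every listed gene of Table S2 kept only 6 genes, 4 of them listed at 0 in all libraries. These fix the median at 0, so that median decides nothing. Of the kept genes, 2 rose 10-fold or more in CMT versus CM. Muscle in place of fat in the whole pool would have lowered the adipocyte list by more than 1 on the log2 scale. Its median was -0.39 in CMT versus IM, at percentile 0.06 of matched random lists. The adipocyte list thus fell, but by less than that. A muscle sample of a single pig within the pool would lower the list less, so the list alone cannot exclude it. Genes at least 10-fold higher in CMT than in both other libraries, with 10 or more reads, held 0.156% of its mRNA reads. Muscle RNA in the CMT pool is a candidate explanation for the term muscle filament sliding. An effect of testosterone on muscle genes within the fat is the biological alternative and was not tested separately, because no measure here separates the tissues. The IM pigs were intact, yet the list median was 5.28 in CMT versus IM and only -0.13 in CM versus IM. For the listed genes in these single libraries, this argues against an effect that intact pigs would share. An effect of the injected dose alone stays open.

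The median of 18 macrophage genes other than CD68 and EMR1 was higher in CM than in IM by 0.12 on the log2 scale, at percentile 99.3. In CMT versus CM its median was -0.10, at percentile 12.6 and inside the range of random lists, and in CMT versus IM it was -0.05, at percentile 57.7. The rise and the fall were of similar size, and whether they differ was not tested. The shift was small beside the log2 ratios of 1.31 for CD68 and 1.04 for EMR1. More macrophages in the CM tissue, as the whole cause of the rise of CD68 and EMR1, would raise the other macrophage genes alike. Of the 18 genes, only 1 rose 1.5-fold or more in CM versus IM, which argues against that. A smaller rise in macrophages cannot be told apart from a change of CD68 and EMR1 alone or from a difference between single pools. For S100A8, S100A9 and S100A12, the list of 11 other neutrophil genes lay at percentile 49.0 in CM versus IM and 55.2 in CMT versus CM. Its median in CM versus IM fell on CSF3R, which had no reads, so the list cannot decide on a larger share of neutrophils. The 4 genes with at least 1 UQRPKM in every library had a median of 0.09 there, at percentile 67.7. Most genes of the list had few reads, for example 25, 22 and 21 reads for CXCR2 in IM, CM and CMT, which limits that test.

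Genes of mesothelium, the cell layer that covers the fat, rose in both castrated groups. The median log2 ratio of the 8 listed genes was 0.58 in CM versus IM and 1.86 in CMT versus IM, at percentiles 99.97 and 100. In CMT versus IM, 83.3% of the list genes with at least 1 UQRPKM in one library rose 1.5-fold or more. UPK3B had 41, 217 and 378 reads in IM, CM and CMT, and KRT18 fell. A larger share of mesothelial cells in the CMT pool might explain this, but the same genes show the pattern and test it, so the explanation cannot be told apart from a change within the cells or from how the tissue was dissected.

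The 13 mitochondrially encoded protein genes, which the deposited values class as ncRNA and which the paper's mRNA analysis leaves out, were all higher in CM than in IM. The median log2 ratio was 0.64, from 0.48 to 1.20, and the median in CMT versus CM was -0.51, with all 13 genes lower. They took 5.23% of the recovered reads in IM, 7.97% in CM and 6.21% in CMT. If CM tissue held more mitochondria, nuclear genes of the respiratory chain could follow. The list of 61 such genes lay at percentile 100 in CM versus IM, with a median of only 0.10, and at percentile 17.5 in CMT versus CM, with a median of -0.06. More mitochondria cannot be told apart from a difference in RNA quality or library preparation, which also shifts mitochondrial reads.

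Outside the mRNA class, 74 genes were 1.5-fold or more higher in CM than in IM and 83 were higher in CMT than in IM, at 1 UQRPKM or more in both libraries and past the exact binomial test on recovered reads. They are a small part of the 536 and 527 genes that passed the thresholds upwards. Of all changed genes outside the mRNA class, 14.5% passed the exact test in CM versus IM and 17.4% in CMT versus IM, with medians of 16 reads, so counting noise may account for most of these changes. Without replicates it cannot be told apart from other differences between the libraries. No biological explanation was tested for this group.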

How the results depend on the processing

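None of the tests in this part was chosen after the result was seen, apart from the added scaling of the mitochondrial genes. The thresholds, the rule for named genes, the marker lists and the other alternatives were fixed before the data were examined, but after reading the paper's supplementary tables, which list part of the same values. No paired analysis was possible because each group is 1 pooled library, and for the same reason leaving out replicates was not possible.

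The counts of changed genes depended on the test and the thresholds. The thresholds alone gave 1184 upregulated and 1473 downregulated genes in CM versus IM, 1343 and 1406 in CMT versus CM, and 1246 and 1690 in CMT versus IM, or 4991 genes in all. In the same order, the MA-plot formula on UQRPKM values gave 310 and 434, 394 and 424, 362 and 558, and 1719 in all. The exact binomial test on recovered reads gave 618 and 814, 714 and 784, 648 and 1043, and 3087 in all. A fold change of 2 gave 545 and 594, 596 and 629, 560 and 602, and 2310 in all. A minimum of 10 UQRPKM gave 490 and 691, 566 and 669, 529 and 894, and 2562 in all. The last pair of settings shows that much of the count lies at low values and small ratios. The other alternatives, namely a minimum in only one library and either scaling, left each count within 1.5 times of the thresholds alone. In some comparisons, however, a scaling changed which direction prevailed. In CM versus IM, 1358 genes rose and 1273 fell with median-of-ratios scaling, and in CMT versus CM, 1610 rose and 1189 fell with scaling by total UQRPKM.

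In profile 5, 843 genes became 286 when only genes past the MA-plot formula entered and 482 when a 1.5-fold difference from both other libraries was required. In profile 2, 627 genes became 205 with the MA-plot formula and 586 with the 1.5-fold requirement. With log2 differences profiles 5 and 2 held 672 and 812 genes. The larger of the profiles thus changed with log2 differences and with the 1.5-fold requirement, and the cause was not tested. The numbers of expressed genes by library, in all libraries and in any library stayed within 1.5 times under each alternative. Those of genes found in a single library did not when all gene types were counted. They went from 334 to 661 in IM, 403 to 709 in CM and 347 to 625 in CMT. The genes shared by only a pair of libraries also moved past 1.5 times, for example from 280 to 463 for CM and CMT. Of the paper's genes in CM versus IM, between 718 and 734 of 747 passed a test on reads under the alternatives, against 722 with the exact test.

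Among the log2 ratios of named genes, a pseudocount of 1 left all 123 within their counting intervals. Median-of-ratios scaling moved 11 of them and scaling by total UQRPKM 14 of them out of the interval without a change of sign. The ratio of PCK1 in CMT versus IM changed sign, from -0.02 to 0.059 and 0.011 under these scalings, all close to 0. Scaling by total UQRPKM also changed the sign of PPARG in CMT versus CM, from -0.03 to 0.04, and of ESR1 in CM versus IM, from 0.01 to -0.03, within their counting intervals. With scaling by total UQRPKM, ABHD5 in CMT versus CM passed 1.5-fold at 0.61 on the log2 scale, as did GPX3 at 0.63, and GP91-PHOX in CM versus IM no longer did at 0.57. GPX3 in CMT versus IM went from -0.60 to -0.57 with that scaling and to -0.52 with median-of-ratios scaling, both under 1.5-fold. With median-of-ratios scaling, ELP5 in CM versus IM also fell under 1.5-fold, from -0.60 to -0.54. No log2 ratio exists for comparisons with a 0, such as APOC3 against IM.

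Among the marker lists, the macrophage list in CM versus IM was no longer outside the range of matched random lists when the mean, 0.13, replaced the median. The red blood cell list in CMT versus CM moved inside that range with the mean, -0.47, and with a pseudocount of 0.1, at -0.67. The pancreatic acinar list in CMT versus IM did so with a pseudocount of 0.1, at -0.40. The cause was not tested. The hepatocyte, muscle, mesothelium and adipocyte lists kept their side of that range under every alternative run. The lists of kidney epithelium and pancreatic acinar genes had too few genes at 1 UQRPKM in every library to give a value under that minimum. With the added scalings, chosen after seeing the data, the median of the mitochondrial genes in CM versus IM was 0.70 and 0.59 on the log2 scale, against 0.64.

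Depth limits the low genes most. A gene of median length needs 3 reads to reach 1.02 to 1.07 UQRPKM, so the minimum of 1 UQRPKM admits ratios that rest on a few reads. DIO3, with 10 reads in CM, and APOA5, with 13 reads in IM, carry intervals about as wide as their changes. By the recovered reads, most genes found in a single library rest on 1 read.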

Differences from the paper's values

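No test in this part was chosen after the result was seen. The paper's counts include a test of each gene, whereas the values here apply the fold change and UQRPKM thresholds without a test.

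For CM versus IM, 1184 genes rose and 1473 fell here, 2657 in all, against the paper's 312 and 435, 747 in all. For CMT versus CM, 1343 rose and 1406 fell, 2749 in all, against the paper's 398 and 428, 826 in all. For CMT versus IM, 1246 rose and 1690 fell, 2936 in all, against the paper's 366 and 560, 926 in all. Over the comparisons, 4991 genes changed here, against the paper's 1732. Of the alternatives set before the data were examined, the MA-plot formula of DEGSeq on UQRPKM values closed the gap for each of these counts. That formula had been chosen from the p-values of Table S2. It gave 310 and 434, 394 and 424, and 362 and 558 genes, with totals of 744, 818 and 920, and 1719 genes over the comparisons. The paper's methods name DEGSeq and do not say which values entered it. A fold change of 2 without a test came within 1.5 times of the paper's values for the genes that fell in CM versus IM, 594, for both directions and the total of CMT versus CM, 596, 629 and 1225, for the genes that fell and the total of CMT versus IM, 602 and 1162, and for the union, 2310. A minimum of 10 UQRPKM did so for the genes that rose in CMT versus CM, 566, the total of that comparison, 1235, the genes that rose in CMT versus IM, 529, and the union, 2562. The exact binomial test on recovered reads, a minimum in only one library and both other scalings closed none of these gaps.

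In the profiles, 4789 genes were assigned here against the paper's 1693, with 843 genes in profile 5 against the paper's 288 and 627 in profile 2 against the paper's 207. With changed genes by the MA-plot formula, 1681 genes were assigned, 286 to profile 5 and 205 to profile 2, which closed these gaps. Log2 differences and a 1.5-fold difference from both other libraries did not close them.

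The text of the paper relates the uniquely mapped share to the mapped reads, whereas by the reads in Table 1 that share of mapped reads was 94.5%, 94.3% and 94.5% in IM, CM and CMT, and 77.2%, 77.9% and 78.3% is the share of all clean reads. The paper states that ABHD5 rose significantly in CMT versus CM, and its ratio here was 1.45, under 1.5. Its adjusted p was 1.92e-19 by the exact binomial test on reads and 3.36e-13 by the MA-plot formula. The paper states that GAS6 was downregulated in CM, and its fall here was 1.39-fold, with 4.40e-41 and 3.17e-13 by these tests. GSTA4, stated as downregulated in CM, fell 1.33-fold here, with 0.0168 and 0.103. The fall of GPX3 that the paper states for testosterone deficiency was also seen here, by 1.16 on the log2 scale in CM. The paper states no rise of GPX3 in CMT, which was 1.47-fold in CMT versus CM. The paper states that CD68 decreased significantly in CMT, and the adjusted p by the MA-plot formula was 0.111 here and by the exact binomial test on reads 0.00142. It states that DIO3 was significantly lower in CM, and the adjusted p was 0.101 by the MA-plot formula and 7.05e-04 by the exact test. The paper also found no significant difference for ADIPOQ, PPARG and CEBPA. Their adjusted p by the MA-plot formula in CM versus IM was 1.83e-95, 2.85e-04 and 8.32e-06 here. The exact binomial test on reads gave 1.18e-42, 4.27e-08 and 8.48e-34. Their ratios were under 1.5-fold, at log2 values of -0.11, 0.26 and 0.22. The MA-plot formula scales by total UQRPKM, whereas these log2 values do not. For INHBA the paper states no significant difference between any groups, and the exact binomial test on reads gave an adjusted p of 0.00663 in CMT versus IM, whereas the MA-plot formula gave 0.316 and the fall of 1.37-fold was under 1.5.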

Other observations

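Of the tests in this part, those of differences between single libraries and of genes listed at 0 were chosen only after the result was seen, and those of profile 5, gene length and scaling after the pattern but ahead of the value that each test measures.

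The genes that change in CM and return in CMT were set against the same kind of pattern in the other libraries. Genes 1.5-fold from both other libraries in the same direction numbered 1068 for CM, 1075 for IM and 1208 for CMT, a ratio of 0.884 for CM against the larger of the others. These counts use no test of the genes, and counting noise can add to each of them, so they do not decide between testosterone and differences between single pools. By model profile, CM was the library apart from both others for the most genes. Among genes past the MA-plot formula, 491 had such a profile for CM, 405 for IM and 451 for CMT. Without a test the numbers were 1470, 1187 and 1261, and with log2 differences 1484, 1131 and 1271. The models include profiles with CM between IM and CMT but none with IM or CMT in the middle. Those middle profiles take genes from the profiles of IM and CMT and not from those of CM. The higher numbers for CM can therefore follow from the set of models alone. With 1 library per group, neither set of counts can be assigned to testosterone.

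Liver RNA in the CM pool could also have shaped the GO terms of profile 5. Of the 42 profile 5 genes under oxidation-reduction process or lipid metabolic process, 4 or 9.52% were at least 10-fold higher in CM than in both other libraries, against 20 of the 246 other genes or 8.13%. The ratio of these shares was 1.17, below the ratio of 2 set for this test. The other profile 5 genes include liver genes such as ALB and TTR, so a ratio near 1 cannot show that liver RNA left these terms untouched. By term, 4 of 31 members of oxidation-reduction process, 0 of 16 of lipid metabolic process, 2 of 20 of inflammatory response and 2 of 14 of immune system process were of this kind.

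The use of UQRPKM values in the place of read counts in the paper's test was examined on recovered reads. Of the 2185 listed changes, 2119 or 97.0% also passed the exact binomial test on reads. That test differs from the paper's in its formula as well as its input and passes more genes in all, so the share does not show what the use of UQRPKM values alone changed, and the MA-plot formula was not run on reads. The 66 that did not pass had few reads and short lengths, with medians of 36, 17.5 and 29 reads over both libraries and of 336, 361.5 and 282 bases in CM versus IM, CMT versus CM and CMT versus IM. In the other direction, 713, 699 and 792 genes passed the thresholds and the exact test on reads but not the MA-plot formula on UQRPKM values.

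More genes fell than rose in CMT versus IM, 1690 against 1246. Across genes, Spearman's rho between the log2 ratio and the recovered gene length was -0.05 (-0.0498), too small for a length bias, and genes are not independent replicates. With median-of-ratios scaling 1353 genes fell and 1501 rose, a ratio of 0.901, but that scaling centres the ratios and so cannot show the cause. With scaling by total UQRPKM 1555 genes fell and 1338 rose, so the excess of falling genes remained.

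In all 3 libraries, 5990 mRNA genes were listed at 0. Among them were 5 of 61 ribosomal protein genes, or 8.20%, although every cell uses these genes and the median of the others was 11452 UQRPKM in IM. A candidate explanation is that the authors' counting missed some expressed genes, for instance those with near-identical copies. MB, CKM, NEB and TNNT3 of the muscle list and APOB of the hepatocyte list were also at 0 in all 3 libraries. The listings of ESR2, INHA and GNRHR at 0 are therefore open, and no biological explanation was tested.

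The list of 13 adipocyte genes was lower in CMT than in both other libraries, with a median log2 ratio of -0.40 in CMT versus CM and -0.39 in CMT versus IM, at percentiles 0 and 0.06 of matched random lists. SCD changed most, with 54697 reads in IM, 71856 in CM and 24667 in CMT. In CM versus IM the median was 0.01. The list of 6 red blood cell genes had medians of -0.66 in CMT versus CM and -0.81 in CMT versus IM. Lists of adrenal cortex and kidney epithelium genes had medians of 0 in each comparison, and the list of 15 lymphocyte genes stayed inside the range of random lists. The paper does not report on these lists.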
